A study of Homo sapiens with 24 samples. Its data were reported in "ERH regulates type II interferon immune signaling through post-transcriptional regulation of JAK2 mRNA" (2025).

How the data were processed

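The deposited processed files were used, as the authors made them, for 24 libraries: 8 groups of fraction (nucleus or cytoplasm), guide (sgAAVS1 or sgERH) and treatment (DMSO or CHX) with 3 libraries each. By the labels, doxycycline was given at 100 ng/mL for 5 days and CHX at 25 µg/mL for 4 h, and the RNA was polyadenylated and read from both ends. The authors deposited expected counts per transcript, which are fractional; they were summed per gene and then rounded. The deposited transcript lengths, in bases, served only for a length offset, and the deposited TPM values were not used here. The deposited intron tables gave, per library and intron, the intron depth (coverage signal), the counts of spliced reads, the counts of reads across each exon-intron boundary, and the IR ratio, a fraction between 0 and 1. The labels name fastp 0.23.4 for trimming, SAMtools 1.16.1 and bedtools 2.30.0 for handling alignments to GRCh38, and DESeq2 1.28.0 for tests; alignment, trimming and quantification were not repeated, and reads were not used here. Whether counting used the strand is not stated.

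The tables held 252894 transcripts of 62754 genes, of which 62700 matched the reference annotation (GRCh38), and 0.00976% of counts lay on unmatched genes. Each intron table held 233113 introns, 227775 named clean and 5338 overlapping known exons, and 173155 matched an intron of a canonical transcript, which gave the intron numbers. No pair of libraries was identical (0 pairs). Total counts were 71.1 ± 9.55 and 52.4 ± 8.28 M in sgAAVS1 and sgERH cytoplasm with DMSO, 60.9 ± 11.6 and 55.9 ± 7.98 M with CHX, 32.2 ± 1.87 and 38.9 ± 5.00 M in the nucleus with DMSO, and 29.6 ± 1.66 and 35.8 ± 5.06 M with CHX (mean ± SD, n = 3). Mitochondrial mRNA took 3.89 ± 0.254% and 6.19 ± 0.601% of cytoplasmic counts in sgAAVS1 and sgERH with DMSO and 3.15 ± 0.110% and 4.97 ± 0.309% with CHX. In the nucleus it took 0.515 ± 0.0724% and 0.852 ± 0.0504% with DMSO and 0.441 ± 0.0515% and 0.925 ± 0.160% with CHX. Nuclear libraries had 25.5 ± 0.561 boundary reads per 100 spliced reads in sgAAVS1 and 21.2 ± 0.0455 in sgERH with DMSO, and 24.9 ± 0.351 and 17.3 ± 0.907 with CHX.

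The gene tests used R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr with a minimum count of 10, scaled by TMM, and tested with the quasi-likelihood F test, with 1 coefficient per group. The 12 libraries of a fraction were fitted together, and for the difference between fractions the 12 libraries with DMSO, with no term for a culture. The standard error is the absolute log2 fold change divided by the square root of F. The comparisons were sgERH against sgAAVS1 in each of the 4 settings of fraction and treatment, CHX against DMSO in sgAAVS1 cells of each fraction, the difference of the sgERH effect between CHX and DMSO in each fraction, and its difference between nucleus and cytoplasm with DMSO. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. All p-values in the gene and intron comparisons are of this kind unless another test is named. An interaction passing these limits is called a difference.

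Introns were tested from the intron depth and spliced reads of each library with edgeR, as the interaction of guide and read type, with 1 intercept per library. They were tested when the mean of depth plus spliced reads reached 10 and the mean intron depth of a group 1. A call also needed a mean IR ratio of at least 0.05 in the group with more retention. The log2 fold change is that of the intron depth relative to the spliced reads. Gene lists, 19 in number and fixed before the data were examined, were tested with camera in limma at a preset correlation of 0.01 over the 4 sgERH comparisons (76 tests, Benjamini-Hochberg over these). The gene lists were tested again with an estimated correlation. The list tests of the 4 comparisons on CHX within a fraction were adjusted together, apart from these, and the difference between fractions had no list test.

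Genes named are those of a fixed rule: ERH in every library; JAK2, PIK3C2A, HSPA4L, GADD45A, IRF1, MYC, IFNGR1, IFNGR2 and JAK1, which the study follows; the 6 highest and 6 lowest called genes with a symbol and a mean of at least 5 CPM in each sgERH comparison with DMSO, 3 and 3 with CHX, and 4 and 4 for CHX in control cells; and up to 2 called genes with the largest increase and 2 with the largest decrease per list and sgERH comparison, or 2 with the smallest p where none was called. Some genes that the rule picks are not reported here. Introns named are those of the study genes and those with the largest changes. Genes and introns whose call was lost in another setting are only counted, in the closing part. Exceptions include study genes and the 4 introns whose cytoplasmic sgERH effect differed between CHX and DMSO.

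Genes with a tested intron that were lower in the cytoplasm and genes not called were compared for at least 1 intron called higher with a two-sided Fisher test. Adjacent called introns were counted against 1000 random placements within genes. GC content, length and splice-site scores of retained introns were compared by permutation (100000 rounds) with as many introns drawn from other genes with a nuclear IR ratio of at most 0.05 in both guides. They were also compared with introns at 0.1 or more in both guides and an absolute log2 fold change of at most 0.2. The 3′ site spans 20 intronic and 3 exonic bases and the 5′ site 3 exonic and 6 intronic bases, scored by log-odds of a weight matrix. These used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and pysam 0.24.0, and figures were drawn with matplotlib 3.10.9.

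Alternatives fixed before the data were examined were DESeq2 1.42.0 with its Wald test, DESeq2 size factors within edgeR, a transcript length offset, a replicate block, leaving out each library in turn, clean introns only, boundary reads in place of depth, a coverage of at least 50, a minimum IR ratio of 0.1, and other list tests. Added after the data were seen were intron tests with the library-wide ratio of intron to spliced reads removed, and leaving out libraries in the list tests. The replicate numbers were checked as pairs: in the cytoplasm with DMSO, sgERH and sgAAVS1 libraries of the same number correlated at 0.203 to 0.283 over 10985 genes after group means were removed, against a mean of -0.124 for other numbers, and a replicate block gave 1830 calls in place of 1849. Removing group means largely fixes the mean for other numbers from that for the same number, so -0.124 is no separate baseline.

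The tests were tested on simulated data made from the mean level and dispersion of each gene and the real library sizes, with 200 changed genes per comparison. At a log2 change of 1.5 edgeR recovered 78.8% of 99 genes in the cytoplasm with DMSO (15775 genes), and at 2.5 it recovered 94.9% of 98, with 5 false calls among 15578 unchanged genes. The other sgERH comparisons recovered 76.8% and 92.8% (cytoplasm, CHX, 15787 genes), 75.5% and 91.9% (nucleus, DMSO, 16848 genes) and 71.4% and 93.8% (nucleus, CHX, 16873 genes). The difference between fractions recovered 63.6% and 80.6% (16504 genes), and that between CHX and DMSO 67.7% and 88.9% in the cytoplasm (15801 genes) and 62.9% and 83.8% in the nucleus (16923 genes). CHX in control cells recovered 90.7% and 96.0% (cytoplasm, 15779 genes) and 77.3% and 89.4% (nucleus, 16886 genes). For introns, 100 each were changed by 1.5 and by 3: 61 and 97 were recovered of 115668 in the nucleus with DMSO, 44 and 94 of 109997 with CHX, 55 and 86 of 35475 in the cytoplasm with DMSO, 65 and 93 of 35692 with CHX, and 2 and 51 of 36594 for the interaction. With the measured library-wide ratio placed in the data as well, 305 of 115467 unchanged nuclear introns with DMSO and 5739 of 109739 with CHX were falsely called lower. A shift of -0.5 placed in the DNA replication list was recovered with 0 of 18 other lists called. Correlation between genes was not simulated, so this count does not measure false list calls in the real data.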

Results

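RNA was measured in RKO cells, an established human colon carcinoma line, that carried a doxycycline-inducible Cas9 together with a guide RNA against ERH (sgERH) or against the AAVS1 safe-harbour locus (sgAAVS1, the control). ERH encodes a small nuclear protein that binds RNA-processing factors. After 5 days of doxycycline, cells received cycloheximide (CHX), which stops translation and with it nonsense-mediated decay (NMD), or the solvent DMSO for 4 h. Nuclear and cytoplasmic fractions were separated and their polyadenylated RNA was sequenced. The 8 groups of guide, treatment and fraction held 3 libraries each, 24 in all, with 27.8 to 79.5 M counts (1 M = 1e+06) per library. Gene levels are given as TMM-scaled counts per 1e+06 counts (CPM), mean ± SD of 3 libraries, and log2 fold changes with their standard error. Intron retention is given as the IR ratio, the intron depth divided by the sum of intron depth and spliced reads. The replicates were labelled biological without further detail, so all p-values measure only the spread between libraries.

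ERH (ENSG00000100632, chromosome 14, 69380128 to 69398299, GRCh38), the targeted gene, was read first. In the cytoplasm with DMSO the 3 sgAAVS1 libraries held 137, 158 and 152 CPM and the 3 sgERH libraries 72.9, 86.9 and 59.4 CPM, a log2 fold change of -1.03 ± 0.11 (adjusted p = 1.12e-06, edgeR quasi-likelihood with Benjamini-Hochberg). Without sgAAVS1 replicate 2, sgAAVS1 replicate 3 or sgERH replicate 3 it was -0.96, -0.99 or -0.90, under the size threshold of 1. In the cytoplasm with CHX the libraries held 118, 122 and 107 CPM against 68.4, 81.0 and 61.6 CPM (-0.72 ± 0.11, adjusted p = 6.15e-05). In the nucleus the difference was smaller: 16.5, 21.8 and 15.6 against 14.9, 12.5 and 11.4 CPM with DMSO (-0.48 ± 0.16, adjusted p = 0.0267), and 15.6, 14.2 and 14.1 against 11.9, 16.8 and 11.8 CPM with CHX (-0.12 ± 0.16, adjusted p = 0.59). The nuclear sgERH replicate 2 with CHX lay above all 3 of its controls, so ERH RNA does not check the label of that library. These values are RNA levels, and ERH protein was not measured here.

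**Figure D1:**
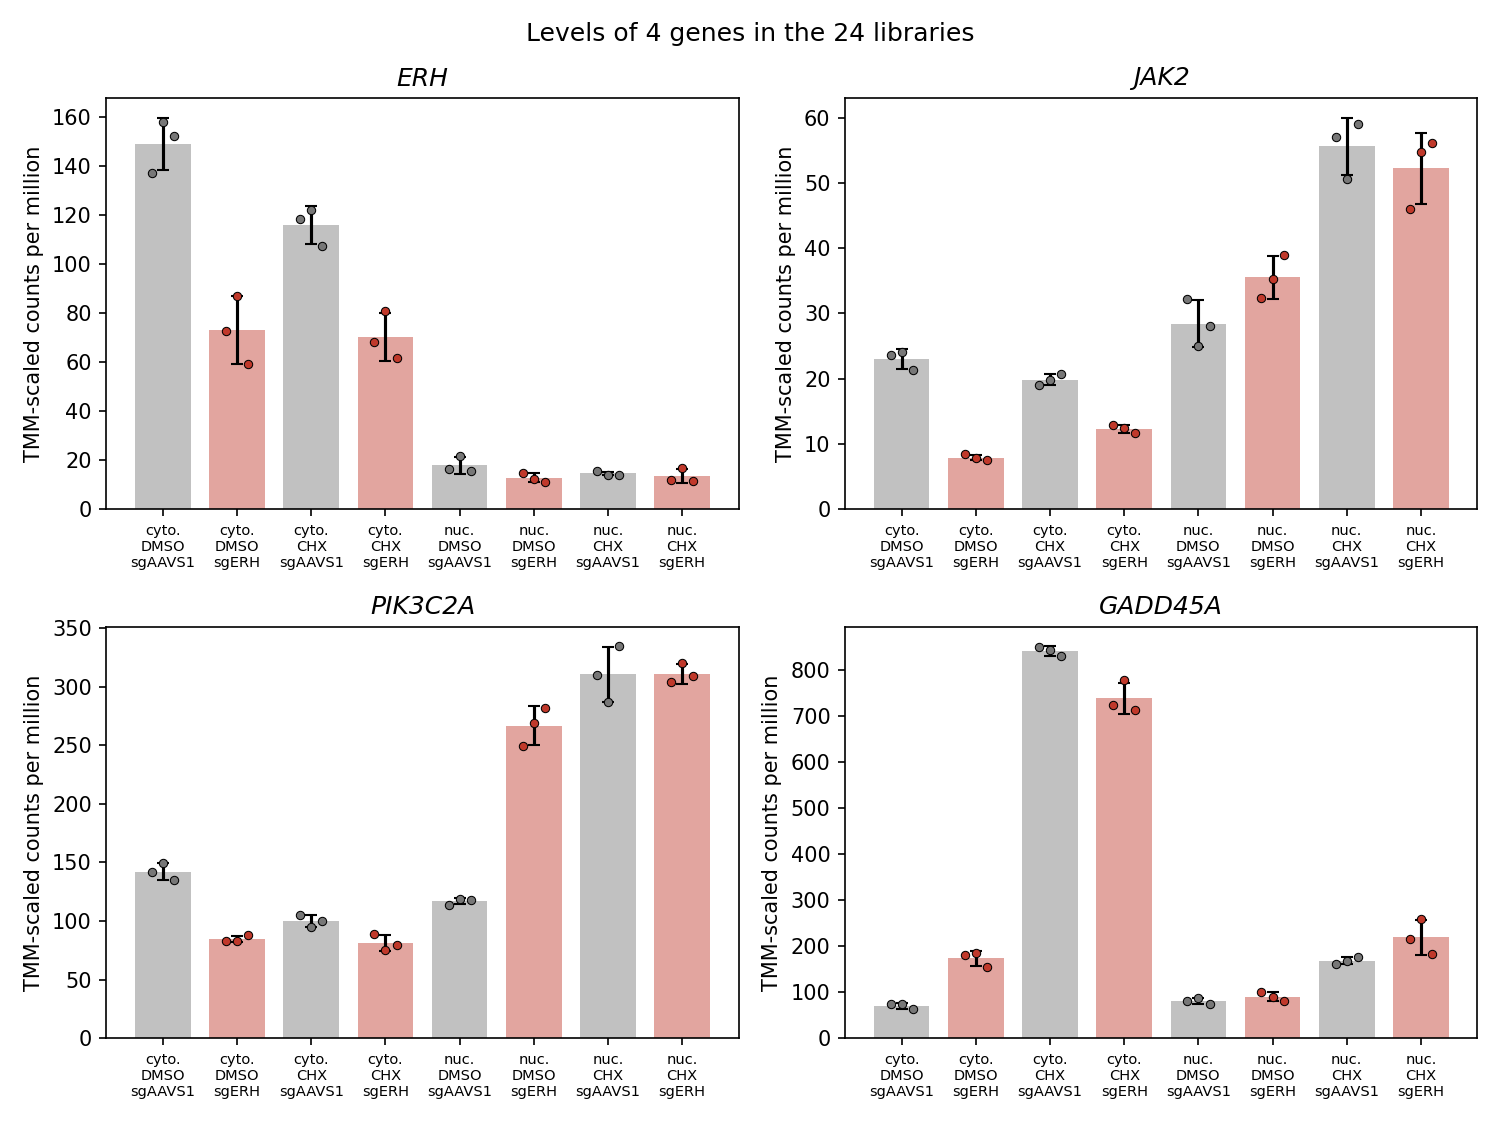
RNA level (TMM-scaled CPM, vertical axes) of ERH, JAK2, PIK3C2A and GADD45A in the 8 groups of fraction, treatment and guide; bars are means, error bars SD and points the 3 libraries. With DMSO, cytoplasmic JAK2 fell to 7.94 CPM while nuclear PIK3C2A rose from 117 to 267 CPM.

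In the cytoplasm with DMSO, sgERH lowered JAK2 (ENSG00000096968, chromosome 9, 4984390 to 5129948), the kinase that relays interferon-gamma and other cytokine signals. The sgAAVS1 libraries held 23.6, 24.1 and 21.3 CPM and the sgERH libraries 8.41, 7.84 and 7.57 CPM (mean 7.94 ± 0.432), a log2 fold change of -1.53 ± 0.08 (adjusted p = 2.01e-10). HSPA4L, an Hsp110-family chaperone, fell from 146 ± 13.1 to 57.6 ± 0.729 CPM (-1.34 ± 0.06, adjusted p = 8.28e-11). GADD45A, a growth-arrest gene whose mRNA is degraded by NMD, rose from 70.4 ± 6.48 to 173 ± 17.2 CPM (1.30 ± 0.07, adjusted p = 6.5e-10). PIK3C2A, a lipid kinase of endocytosis, stayed under the size threshold (142 ± 7.15 to 84.5 ± 2.78 CPM, -0.75 ± 0.06, adjusted p = 6.67e-08). So did the interferon-gamma receptor chains IFNGR1 (0.67 ± 0.07) and IFNGR2 (-0.23 ± 0.07), their partner kinase JAK1 (-0.26 ± 0.05), the transcription factor IRF1 (0.34 ± 0.10), and the proto-oncogene MYC (-0.14 ± 0.05).

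Across 16130 genes tested in this comparison, 1849 were called, 1500 higher and 349 lower. Protein-coding genes made up 48.1% of the higher and 82.5% of the lower genes, against 77.5% of those tested. Among genes with a mean of at least 5 CPM, the largest increases included MYCT1, a nuclear protein named as a MYC target (3.42 to 56.5 CPM, 4.04 ± 0.18), the matrix metalloproteinase MMP3 (1.51 to 16.5 CPM, 3.46 ± 0.17) and the long non-coding RNA LINC00342 (2.79 to 27.3 CPM, 3.29 ± 0.12). RPL36A-HNRNPH2 (3.19 ± 0.72) and RPLP0P2 also rank here but share sequence with other genes, so their counts are uncertain. The sgERH libraries also differed widely for RPL36A-HNRNPH2 (29.4 ± 32.6 CPM), with an SD above the mean. The largest decreases among these included the kinetochore motor CENPE (95.5 ± 14.8 to 19.5 ± 3.00 CPM, -2.29 ± 0.12) and the centrosomal LRRCC1 (56.9 to 13.3 CPM, -2.09 ± 0.09). The vascular junction gene KRIT1 (-1.93 ± 0.07), the replisome protein WDHD1 (-1.88 ± 0.06) and the microtubule depolymerase KIF2A (161 to 44.7 CPM, -1.85 ± 0.05) also fell.

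Grouped by the fixed lists, DNA replication genes were lower as a body: 17 of 52 were called lower and 0 higher (17 adjusted over the list alone), all 52 lay below 0, and the median was -0.83 (camera, adjusted p = 7.41e-40). MCM3, a subunit of the replicative helicase, went from 192 to 58.8 CPM (-1.71 ± 0.07) and the DNA ligase LIG1 had -1.34 ± 0.07. Mitotic genes gave 16 of 58 lower and 0 higher with all 58 below 0 (16 adjusted over the list alone, median -0.89, adjusted p = 9.15e-43), among them the checkpoint kinase BUB1B (140 to 50.1 CPM, -1.48 ± 0.06). DNA repair genes gave 10 of 74 lower and 0 higher (10 adjusted over the list alone), with 60 below 0 and a median of -0.39 (adjusted p = 6.96e-13). Falls among them included FANCM, a fork-remodelling translocase (-1.44 ± 0.09), and RAD50, a subunit of the double-strand break sensor (-1.42 ± 0.05). Of 60 spliceosome and SR-protein genes, 4 were lower and 55 lay below 0 (4 adjusted over the list alone, median -0.43, adjusted p = 1.31e-10).

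Other lists rose in the same comparison. p53 targets gave 8 of 32 higher and 0 lower (8 adjusted over the list alone), with 28 above 0 and a median of 0.59 (adjusted p = 3.8e-10), led by the antiviral ubiquitin ligase TRIM22 (1.94 ± 0.30) and the stress kinase PLK2 (1.78 ± 0.26). Interferon-stimulated genes gave 11 of 49 higher and 0 lower (11 adjusted over the list alone), with 40 above 0 and a median of 0.38 (adjusted p = 4.43e-06), led by the GTPase GBP1 (2.66 ± 0.19) and the transcription factor BATF2 (2.38 ± 0.38). ATF4 targets gave 6 of 31 higher and 1 lower (6 and 1 adjusted over the list alone, median 0.19, adjusted p = 0.000874), led by the stress-response factor ATF3 (2.68 to 10.8 CPM, 2.02 ± 0.11) and the glutathione-degrading enzyme CHAC1 (1.55 ± 0.27). Immediate early genes gave 7 of 41 higher (7 adjusted over the list alone, median 0.24, adjusted p = 0.000127, but adjusted p = 0.106 with an estimated correlation), led by the chemokine CXCL8 (2.12 ± 0.15). Mitochondrially encoded mRNAs gave 1 of 13 higher, MT-ND3 of respiratory complex I (152 to 362 CPM), with all 13 above 0 (1 adjusted over the list alone, median 0.56, adjusted p = 0.000104, but adjusted p = 0.193 with an estimated correlation). Nuclear-retained RNAs gave 2 of 12 higher (2 adjusted over the list alone, median 0.51, adjusted p = 0.00127, but adjusted p = 0.099 with an estimated correlation), the paraspeckle RNA NEAT1 (126 to 262 CPM, 1.06 ± 0.08) and the imprinted KCNQ1OT1 (1.74 ± 0.19).

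Ribosomal protein genes gave 0 of 73 calls (0 adjusted over the list alone), with 70 below 0 and a median of -0.29 (adjusted p = 0.000261, but adjusted p = 0.646 with an estimated correlation). Exon-junction, TREX and ERH-partner genes gave 1 of 35 lower, the export factor THOC2 (-1.10 ± 0.06), with a median of -0.32 (1 adjusted over the list alone, adjusted p = 0.000127, but adjusted p = 0.0835 with an estimated correlation). NMD factors and targets gave 4 higher and 4 lower of 39 (4 and 4 adjusted over the list alone, median 0.05, adjusted p = 0.333), with the splicing kinase CLK1 at -1.23 ± 0.05. Interferon-gamma pathway genes gave 1 lower of 17, JAK2 itself (1 adjusted over the list alone), and the list test pointed down while the median was 0.02 (adjusted p = 0.899). Cholesterol synthesis genes gave 0 of 26 calls (median -0.14, adjusted p = 0.206), germline genes 4 higher of 14 (median 0.44, adjusted p = 0.674) and colon epithelial genes 1 higher of 5, the adhesion molecule EPCAM (3.97 to 10.4 CPM, 1.38 ± 0.11; list adjusted p = 0.738). Fibroblast markers gave 1 lower of 7 (median -0.03, adjusted p = 0.597) and leukocyte markers 1 higher of 6 (median 0.86, adjusted p = 0.353), and in these 5 lists the counts were equal when adjusted over the list alone.

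In the nucleus with DMSO, sgERH raised PIK3C2A from 117 ± 2.65 to 267 ± 16.3 CPM (1.19 ± 0.07, adjusted p = 3.61e-09), although its cytoplasmic level went the other way. Nuclear JAK2 was 28.4 ± 3.63 against 35.5 ± 3.31 CPM (0.32 ± 0.11, adjusted p = 0.0293) and nuclear HSPA4L had 0.45 ± 0.09 (adjusted p = 0.00105), both under the size threshold. GADD45A (0.15 ± 0.11), IFNGR1 (0.83 ± 0.14), IFNGR2 (-0.14), JAK1 (0.12), IRF1 (0.19) and MYC (0.07 ± 0.08) were not called either. Of 17330 genes tested, 1126 were called, 827 higher and 299 lower, with 60.3% protein-coding among the higher, 62.2% among the lower and 74.0% among the tested. The increases included the matrix metalloproteinases MMP3 (1.01 to 14.3 CPM, 3.82 ± 0.26), the collagenase MMP1 (6.19 to 55.5 CPM, 3.16 ± 0.18) and MMP19 (3.04 to 28.9 CPM, 3.25 ± 0.11). The microRNA host transcript MIR194-2HG (0.634 to 10.2 CPM, 4.00 ± 0.29) and MYCT1 (1.33 to 16.4 CPM) rose with them. The decreases included the spindle-assembly protein DLGAP5 (86.8 to 19.8 CPM, -2.13 ± 0.09), CENPE (201 to 49.7 CPM, -2.02 ± 0.10), the hydroxyproline dehydratase L3HYPDH (25.5 to 5.65 CPM, -2.17 ± 0.12) and the urea-cycle enzyme CPS1 (-1.80 ± 0.17).

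Mitotic genes were again lower in the nucleus, with 11 of 58 called lower and 55 below 0 (11 adjusted over the list alone, median -0.62, camera adjusted p = 8.28e-32), among them the kinesin KIFC1 (-1.48 ± 0.08). DNA replication genes had 1 of 52 lower, the clamp-loader subunit RFC3 (-1.05 ± 0.08), with 48 below 0 (1 adjusted over the list alone, median -0.46, adjusted p = 7.01e-16). DNA repair genes had 3 of 74 lower and 56 below 0 (3 adjusted over the list alone, median -0.28, adjusted p = 5.23e-08), among them the recombination protein XRCC2 (-1.09 ± 0.08). Interferon-stimulated genes had 8 of 48 higher and 45 above 0 (8 adjusted over the list alone, median 0.66, adjusted p = 1.17e-11), led by the mitochondrial antiviral protein IFI6 (2.45 ± 0.37). p53 targets had 3 of 32 higher (3 adjusted over the list alone, median 0.36, adjusted p = 4.04e-06), among them the oxidoreductase TP53I3 (1.22 ± 0.12). ATF4 targets had 4 of 31 higher (4 adjusted over the list alone, median 0.28, adjusted p = 0.000104), led by the cystine transporter SLC7A11 (18.8 to 57.6 CPM, 1.62 ± 0.10). Immediate early genes had 8 of 41 higher (8 adjusted over the list alone, median 0.37, adjusted p = 0.000287, but adjusted p = 0.0992 with an estimated correlation), led by CXCL8 (2.19 ± 0.25) and CXCL1 (1.92 ± 0.39).

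NMD factors and targets had 3 of 39 lower in the nucleus (3 adjusted over the list alone, median -0.15, adjusted p = 2.5e-08, but adjusted p = 0.105 with an estimated correlation), among them the RNA-binding protein HNRNPDL (-1.41 ± 0.08, 425 CPM in sgERH) and CLK1 (-1.33 ± 0.10). Spliceosome genes had 1 of 60 lower (1 adjusted over the list alone, median -0.17, adjusted p = 9.39e-06, but adjusted p = 0.0988 with an estimated correlation). Exon-junction, TREX and ERH-partner genes had 0 of 35 (median -0.15, adjusted p = 0.00478, but adjusted p = 0.309 with an estimated correlation). Ribosomal protein genes had 0 of 73 called (0 adjusted over the list alone) with 62 above 0 (median 0.29, adjusted p = 4.36e-07, but adjusted p = 0.483 with an estimated correlation). Mitochondrially encoded mRNAs had 1 of 12 higher (median 0.42, adjusted p = 0.00212, but adjusted p = 0.433 with an estimated correlation). Leukocyte markers had 2 of 5 higher, the integrin chain ITGAM (1.67 ± 0.28) and the lysosomal CD68 (1.38 ± 0.15; list median 1.38, adjusted p = 0.0264, but adjusted p = 0.0992 with an estimated correlation). Interferon-gamma pathway genes (1 of 18 higher, median 0.10, adjusted p = 0.622), cholesterol synthesis genes (0 of 26, median 0.10, adjusted p = 0.253) and germline genes (2 higher and 1 lower of 12, median 0.19, adjusted p = 0.784) were not called as lists. Nor were colon epithelial genes (1 higher of 6, EPCAM at 1.45 ± 0.32, median 0.02, adjusted p = 0.568), fibroblast markers (1 higher of 7, and 1 higher and 1 lower adjusted over the list alone, median 0.00, adjusted p = 0.931) or nuclear-retained RNAs (1 higher of 14, where the list test pointed down and the median was 0.15, adjusted p = 0.317).

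The 2 fractions were compared directly by testing whether the sgERH effect with DMSO differed between nucleus and cytoplasm. It did for 3 study genes with relatively more RNA in the nucleus: PIK3C2A (difference 1.96 ± 0.09, adjusted p = 2.68e-10), JAK2 (1.87 ± 0.15, adjusted p = 9.2e-08) and HSPA4L (1.81 ± 0.09, adjusted p = 1.05e-09). GADD45A differed the other way (-1.13 ± 0.13, adjusted p = 4.39e-06). ERH (0.57 ± 0.19), JAK1 (0.40 ± 0.07), MYC (0.22), IFNGR1 (0.18), IFNGR2 (0.11) and IRF1 (-0.13) were not called. Of 16856 genes tested, 966 differed, 300 towards the nucleus and 666 towards the cytoplasm, and 81.0% of the former but 42.2% of the latter were protein-coding.

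With CHX, the cytoplasmic JAK2 difference was smaller: 19.9 ± 0.877 against 12.4 ± 0.611 CPM, a log2 fold change of -0.68 ± 0.07 (adjusted p = 1.54e-06) that did not reach the size threshold. HSPA4L (-0.55 ± 0.06), PIK3C2A (-0.30 ± 0.06), GADD45A (841 ± 10.1 against 739 ± 33.8 CPM, -0.19 ± 0.07), MYC (0.33), IFNGR1 (0.26), IFNGR2 (0.39) and JAK1 (-0.13) were not called. Of 16130 genes, 1165 were called, 934 higher and 231 lower, with 55.1% and 67.5% protein-coding. MMP3 (0.949 to 14.2 CPM, 3.88 ± 0.18), MYCT1 (2.21 to 31.0 CPM, 3.79 ± 0.18) and MMP1 (6.28 to 79.1 CPM, 3.64 ± 0.09) rose most among genes with a mean of at least 5 CPM. The antisense transcript BCAN-AS2 (-1.99 ± 0.15, uncertain without the strand), the RNA-binding protein MYEF2 (12.4 to 3.69 CPM, -1.75 ± 0.18) and CENPE (141 to 45.1 CPM, -1.65 ± 0.11) were among the largest falls of such genes.

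By list, in the cytoplasm with CHX, DNA replication genes had 4 of 52 lower and all 52 below 0 (4 adjusted over the list alone, median -0.67, camera adjusted p = 1.47e-39), among them MCM3 (-1.39 ± 0.07) and CDC45 (-1.18 ± 0.06). Mitotic genes had 6 of 58 lower and all 58 below 0 (6 adjusted over the list alone, median -0.66, adjusted p = 1.05e-37), among them the spindle-checkpoint kinase TTK (-1.10 ± 0.09). DNA repair genes had 4 of 74 lower (4 adjusted over the list alone, median -0.39, adjusted p = 2.05e-13), among them the BLM helicase (-1.23 ± 0.06) and the TFIIH helicase ERCC2 (-1.17 ± 0.08). Interferon-stimulated genes had 12 of 49 higher (12 adjusted over the list alone, median 0.56, adjusted p = 9.01e-10), led by IFI44 (2.57 ± 0.48) and the translation inhibitor IFIT2. p53 targets had 6 of 32 higher (6 adjusted over the list alone, median 0.51, adjusted p = 1.14e-08), including TRIM22 (1.73 ± 0.30) and the RNA-binding ZMAT3 (1.62 ± 0.06). ATF4 targets had 4 of 31 higher (median 0.15, adjusted p = 0.00574, but adjusted p = 0.0992 with an estimated correlation), including SLC7A11 (1.53 ± 0.12). Mitochondrially encoded mRNAs had 4 of 13 higher, including the complex I subunit MT-ND1 (1.23 ± 0.06; list median 0.51, adjusted p = 3.15e-06, but adjusted p = 0.119 with an estimated correlation).

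Spliceosome genes had 0 of 60 calls in the cytoplasm with CHX (median -0.30, adjusted p = 1.72e-08) and exon-junction, TREX and ERH-partner genes 0 of 35 (median -0.22, adjusted p = 0.00221, but adjusted p = 0.119 with an estimated correlation). Ribosomal protein genes (0 of 73, median -0.10, adjusted p = 0.0874), NMD factors and targets (0 of 39, median -0.10, adjusted p = 0.131), immediate early genes (2 of 41 higher, CXCL2 at 1.56 ± 0.30 and CXCL3 at 1.22 ± 0.15, list median -0.03, adjusted p = 0.623) and nuclear-retained RNAs (2 of 12 higher, median 0.11, adjusted p = 0.15) were not called. The ribosomal list alone was sensitive to single libraries: without sgAAVS1 replicate 3 the adjusted p was 0.0359 and without sgERH replicate 2 it was 0.00401. Interferon-gamma pathway genes (0 of 17, median 0.17, adjusted p = 0.784), cholesterol synthesis genes (1 higher of 26, the sterol sensor INSIG1 with 27.5 to 69.7 CPM and 1.34 ± 0.07, list median -0.08, adjusted p = 0.801) and leukocyte markers (1 higher of 6, median 0.33, adjusted p = 0.55) were not called either. Fibroblast markers (1 higher and 1 lower of 7, median -0.32, adjusted p = 0.581) were not called. For germline genes (2 higher and 1 lower of 14, median -0.03, adjusted p = 0.773) and colon epithelial genes (1 higher and 1 lower of 5, median 0.38, adjusted p = 0.869) the list test and the median differed in sign. All these counts were equal when adjusted over the list alone.

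In the nucleus with CHX none of the study genes reported here was called. JAK2 held 55.6 against 52.2 CPM (-0.09 ± 0.11, adjusted p = 0.527) and PIK3C2A 311 against 311 CPM (0.00 ± 0.07), while MYC (0.74 ± 0.08), IRF1 (0.72 ± 0.11), IFNGR2 (0.60 ± 0.11), GADD45A (0.38 ± 0.11), IFNGR1 (0.22), JAK1 (0.18) and HSPA4L (0.04) stayed under the size threshold. Of 17330 genes, 1553 were called, 916 higher and 637 lower, with 65.9% and 54.6% protein-coding. MMP1 (3.86 to 29.4 CPM, 2.93 ± 0.19) and the antiviral protein SAMD9 (27.2 to 201 CPM, 2.88 ± 0.12) rose most among genes with a mean of at least 5 CPM, while the signal-recognition RNA RN7SL1 (2.40 ± 0.32) has many copies and is uncertain. The transposon-derived regulator ZBED6 (140 to 26.1 CPM, -2.43 ± 0.41), CPS1 (-2.27 ± 0.17) and MYEF2 (-2.15 ± 0.26) had the largest falls among such genes.

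By list, ribosomal protein genes in the nucleus with CHX had 4 of 73 higher and 72 above 0 (4 adjusted over the list alone, median 0.71, camera adjusted p = 2.95e-34, but adjusted p = 0.0995 with an estimated correlation). RPL13A of the large subunit went from 386 to 898 CPM (1.22 ± 0.07) and RPL35 had 1.26 ± 0.12. Interferon-stimulated genes had 12 of 48 higher (12 adjusted over the list alone, median 0.58, adjusted p = 8.32e-09), led by IFI44 (3.90 ± 0.94). Mitotic genes had 7 of 58 lower (7 adjusted over the list alone, median -0.41, adjusted p = 8.7e-12), among them CENPE (-1.50 ± 0.10) and the kinetochore protein SKA3 (-1.44 ± 0.09). DNA repair genes had 8 of 74 lower (8 adjusted over the list alone, median -0.43, adjusted p = 1.12e-10), among them the helicase BRIP1 (492 to 170 CPM, -1.53 ± 0.07) and FANCB (-1.20 ± 0.11). DNA replication genes had 0 of 52 called (0 adjusted over the list alone) but a median of -0.33 (adjusted p = 2.28e-05). ATF4 targets had 4 of 31 higher (4 adjusted over the list alone, median 0.41, adjusted p = 5.35e-05), among them the transcription factors CEBPB (1.68 ± 0.29) and JDP2 (1.56 ± 0.32). Cholesterol synthesis genes had 3 of 26 higher, including the sterol demethylase CYP51A1 (1.89 ± 0.14; list median 0.33, adjusted p = 0.00617, but adjusted p = 0.105 with an estimated correlation).

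p53 targets had 2 of 32 higher in these nuclei, PHLDA3 (1.44 ± 0.15) and the cytokine GDF15 (1.26 ± 0.25; list median 0.17, adjusted p = 0.00383, but adjusted p = 0.0988 with an estimated correlation). NMD factors and targets had 1 higher and 3 lower of 39, with the stress-granule protein TIA1 at -1.34 ± 0.08 and HNRNPDL at -1.25 ± 0.08 (list median -0.15, adjusted p = 0.00224, but adjusted p = 0.393 with an estimated correlation). Spliceosome genes had 3 of 60 lower (median -0.14, adjusted p = 0.00694, but adjusted p = 0.296 with an estimated correlation). Immediate early genes had 4 of 41 higher, including CXCL2 (1.83 ± 0.30; list median 0.32, adjusted p = 0.000377, but adjusted p = 0.105 with an estimated correlation). Mitochondrially encoded mRNAs had 3 of 12 higher (MT-ND1 1.34 ± 0.15; list median 0.59, adjusted p = 0.000127, but adjusted p = 0.331 with an estimated correlation). Exon-junction, TREX and ERH-partner genes (1 lower of 35, the export adaptor CHTOP at -1.12 ± 0.08, list median -0.10, adjusted p = 0.112, and 0.0303 without sgERH replicate 2), interferon-gamma pathway genes (2 higher of 18, median -0.12, adjusted p = 0.773), nuclear-retained RNAs (0 of 14, and 1 lower adjusted over the list alone, median -0.33, adjusted p = 0.0578) and colon epithelial genes (2 higher of 6, EPCAM 1.52 ± 0.33 and CDX2 1.17 ± 0.20, list median 0.28, adjusted p = 0.773) were not called. Germline genes (2 higher and 2 lower of 12, median -0.18, adjusted p = 0.784), fibroblast markers (1 higher of 7, median -0.06, adjusted p = 0.931) and leukocyte markers (0 of 5, median -0.46, adjusted p = 0.899) were not called, and in these 3 the list test pointed up against a negative median.

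**Figure D2:**
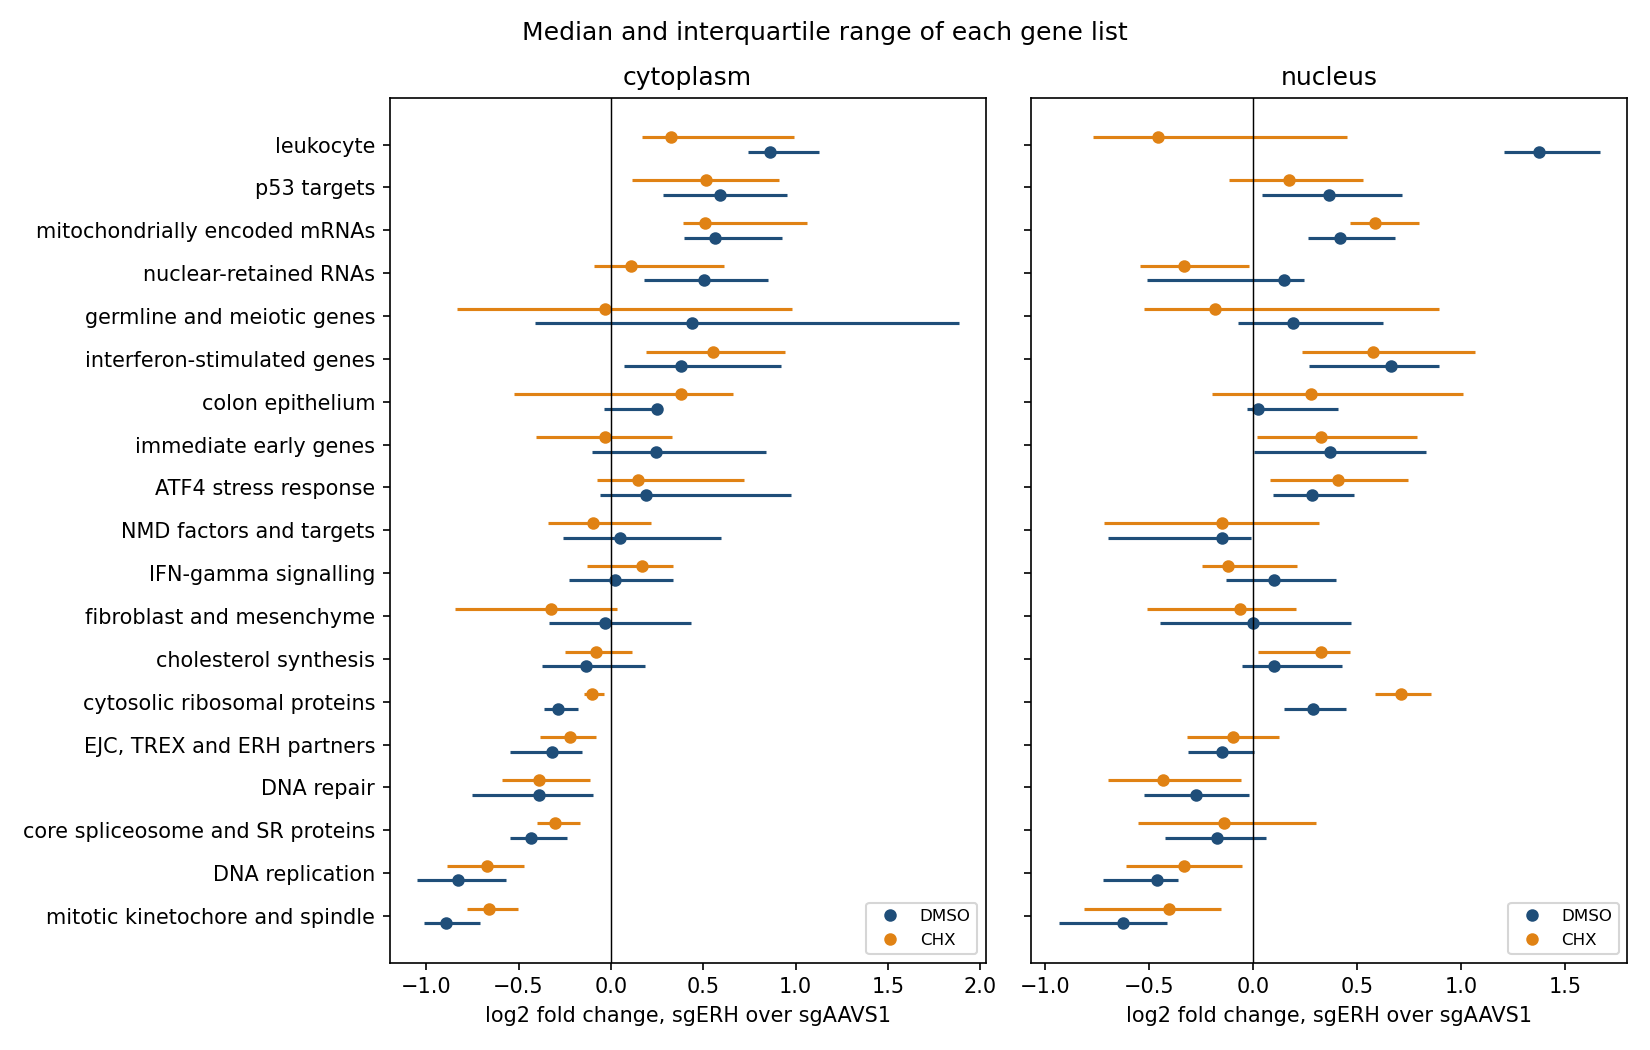
Median (points) and interquartile range (lines) of the log2 fold change, sgERH against sgAAVS1, over the genes of each fixed list, in the cytoplasm and the nucleus with DMSO and with CHX. DNA replication and mitotic genes lay furthest below 0 in the cytoplasm with DMSO (-0.83 and -0.89).

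Whether CHX altered the sgERH effect was tested directly. In the cytoplasm GADD45A lost its increase (difference -1.49 ± 0.10, adjusted p = 7.7e-08), whereas JAK2 (0.85 ± 0.11, adjusted p = 2.68e-05), HSPA4L (0.79 ± 0.09), IFNGR2 (0.62), MYC (0.47), PIK3C2A (0.45 ± 0.09), ERH (0.31) and IFNGR1 (-0.41) had differences under the size threshold. Of 16130 genes, 586 differed, 165 with a more positive and 421 with a more negative effect under CHX. Immediate early genes had 7 of 41 with a more negative effect (median -0.20, adjusted p = 3.13e-09, but adjusted p = 0.129 with an estimated correlation), and the medians of mitotic (0.20) and ribosomal protein genes (0.17) were small. In the nucleus PIK3C2A lost its increase (-1.19 ± 0.10, adjusted p = 1.27e-06), while JAK2 (-0.41 ± 0.15, adjusted p = 0.0692), IFNGR1 (-0.61), MYC (0.67) and IFNGR2 (0.74) were not called. Of 17330 genes, 627 differed there, 223 more positive and 404 more negative. All 73 ribosomal protein genes had a more positive effect with CHX (median 0.43, adjusted p = 2.76e-19, but adjusted p = 0.568 with an estimated correlation). The mitochondrial share in nuclei relative to cytoplasm was 0.138 with DMSO and 0.186 with CHX in sgERH (0.133 and 0.140 in sgAAVS1). The most cytoplasmic 5% of genes rose in sgERH nuclei by 0.65 with DMSO and 0.80 with CHX. Whether cytoplasmic RNA carried over into nuclei raised the ribosomal list was not tested.

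In control cells CHX itself raised cytoplasmic GADD45A from 70.4 to 841 CPM (3.58 ± 0.08, adjusted p = 2.45e-15), while cytoplasmic JAK2 (-0.21 ± 0.07), HSPA4L (-0.38), PIK3C2A (-0.50) and ERH (-0.36) were not called. Immediate early genes responded as a body, with 25 of 41 higher (25 adjusted over the list alone, median 1.46, adjusted p = 7.51e-32), including the growth-response factor EGR2 (1.49 to 53.1 CPM). NMD factors and targets had 9 higher and 2 lower of 39 (median 0.31, adjusted p = 5.06e-07, but adjusted p = 0.119 with an estimated correlation). The G-protein regulator RGS20 rose by 6.39 ± 0.26, and ARL14, a small GTPase with 0 counts with DMSO, reached 19.4 ± 2.54 CPM. The methionine adenosyltransferase MAT2A (549 to 43.8 CPM, -3.65 ± 0.11), the transcript MIR600HG (-4.60 ± 0.15) and the corepressor NACC2 (-3.58 ± 0.07) fell. In all, 3205 cytoplasmic genes were called, 2188 higher and 1017 lower.

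In control nuclei CHX raised PIK3C2A from 117 to 311 CPM (1.41 ± 0.07), a level above that reached by sgERH alone, and GADD45A by 1.06 ± 0.11, which was 0.91 with a length offset. JAK2 went from 28.4 to 55.6 CPM (0.97 ± 0.11), under the size threshold, which it passed without sgAAVS1 DMSO replicate 1 (1.09) or sgAAVS1 CHX replicate 2 (1.05). HSPA4L (0.83) and MYC (-0.85) were not called. The potassium-channel subunit ABCC9 (0.0227 to 18.5 CPM, 9.49 ± 0.42) and the neurotrophin receptor NTRK3 (6.45 ± 0.33) were among the largest increases, while the coactivator PPARGC1B (57.6 to 2.25 CPM), the neural factor ZIC5 (-3.63 ± 0.29) and the synaptic gene BEGAIN (-3.48 ± 0.16) were among the largest falls. Of the 4375 nuclear genes called, 2499 were higher and 1876 lower. By list, 19 of 41 immediate early genes were higher and 2 lower (median 0.87, adjusted p = 7.92e-09, but adjusted p = 0.1 with an estimated correlation), and 5 of 73 ribosomal protein genes were lower (median -0.42, adjusted p = 8.04e-06, but adjusted p = 0.714 with an estimated correlation).

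Intron retention in the nucleus with DMSO changed along JAK2: of its 22 measured introns 13 were tested, 11 had a log2 fold change above 0, and 5 were called higher with 0 lower. Intron 14 (5073786 to 5077452) went from an IR ratio of 0.0111 ± 0.0157 to 0.276 ± 0.0598 (4.83 ± 0.77, adjusted p = 0.00564), and intron 15 from 0.0141 ± 0.0186 to 0.274 ± 0.0649 (4.35 ± 0.74, adjusted p = 0.00752). Intron 16, partly retained in control cells, went from 0.291 ± 0.0540 to 0.677 ± 0.0335 (2.36 ± 0.32, adjusted p = 0.00263). Intron 18 went from 8.35e-05 to 0.0973 (5.29 ± 0.94, adjusted p = 0.0141), with an adjusted p of 0.0504 without sgAAVS1 replicate 1. The fifth, intron 17 (2.49, adjusted p = 0.0344), lost its call without sgAAVS1 replicate 1 or 3 or any sgERH replicate (adjusted p = 0.0568 to 0.136), with boundary reads (0.0640) and with the replicate block (0.0541). Introns are numbered along the canonical transcript, and all 5 lie between coding exons. In PIK3C2A, 6 of 27 tested introns were called higher, introns 13 to 16 in every setting, and 4 lower. Intron 16 rose from 0.0393 ± 0.0120 to 0.391 ± 0.0426 (3.81 ± 0.32, adjusted p = 0.000318), intron 14 from 0.0588 to 0.427 (3.60 ± 0.31) and intron 13 from 0.221 to 0.658 (2.78 ± 0.47).

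**Figure D3:**
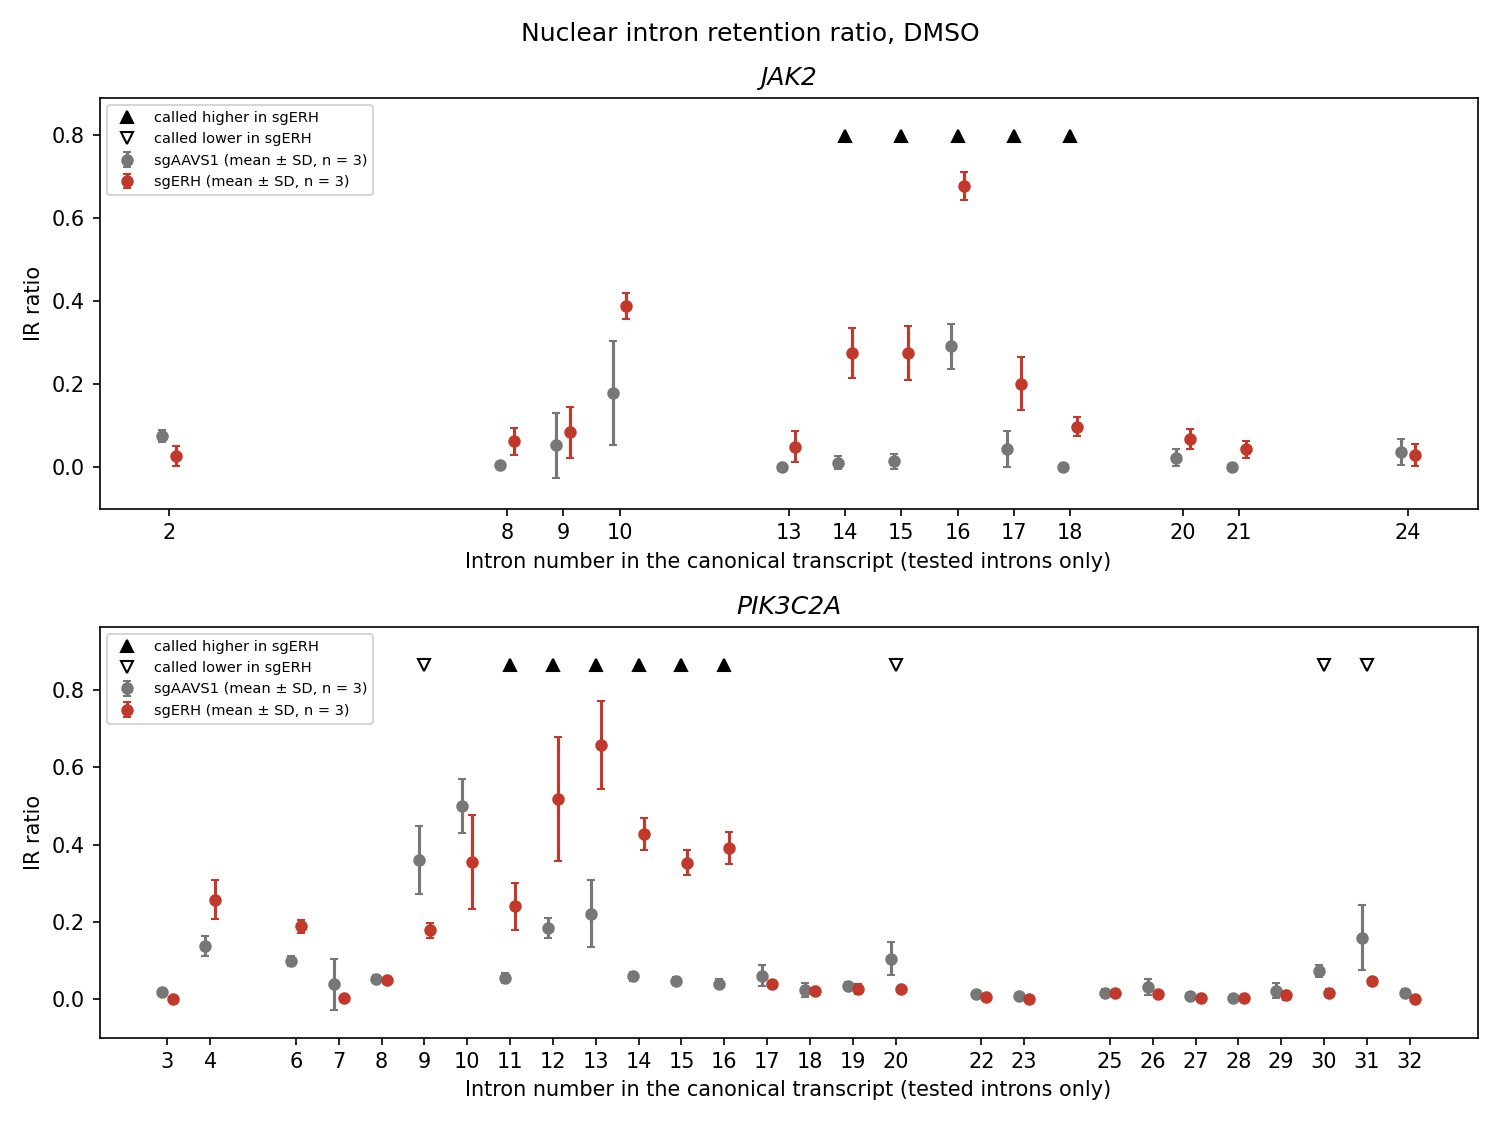
Nuclear IR ratio with DMSO (vertical axes, fraction; mean ± SD of 3 libraries) of each tested intron of JAK2 and PIK3C2A in sgAAVS1 and sgERH cells; triangles mark introns called higher or lower. JAK2 intron 16 rose from 0.291 to 0.677 and PIK3C2A intron 16 from 0.0393 to 0.391.

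Introns of other genes also rose in these nuclei. Intron 7 of the amino acid transporter SLC36A4 went from 0.00271 ± 0.00423 to 0.494 ± 0.0357 (8.44 ± 0.65, adjusted p = 0.000637), and intron 14 of ASPM, a spindle-pole protein, from 0.0566 ± 0.0113 to 0.538 ± 0.0775 (4.21 ± 0.33, adjusted p = 0.000239). Intron 20 of the channel kinase TRPM7 had an IR ratio of 0 in control nuclei and 0.427 ± 0.121 in sgERH nuclei, and intron 43 of the ciliary motor DYNC2H1 went from 0.00295 to 0.406. Of 122528 introns tested, 1719 in 818 genes were higher and 5428 lower. The median IR ratio went from 0.0413 to 0.183 for the higher introns and from 0.251 to 0.114 for the lower introns. Over all tested introns the median log2 fold change was -0.38, and with the library-wide ratio removed 2432 were higher and 1115 lower. Against 7147 calls in all, there were 4026 without sgAAVS1 replicate 1 and 3914 without sgAAVS1 replicate 3.

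In the cytoplasm with DMSO, 498 introns of 291 genes were called higher and 135 lower of 44135 tested, or 370 and 190 with the library-wide ratio removed. Among clean introns only 41 were lower. Over all tested introns the median log2 fold change was 0.54. Intron 9 of BPTF, a chromatin-remodelling subunit, had an IR ratio of 0 in control cells and 0.191 ± 0.0218 in sgERH cells, and TRPM7 intron 19 went from 0.000806 to 0.301 ± 0.00968 (8.91 ± 0.61, adjusted p = 0.00197). PIK3C2A had 5 of 11 tested introns higher, with intron 13 going from 0.00104 ± 0.00108 to 0.107 ± 0.00825 (6.20 ± 0.60, adjusted p = 0.00256). Of the 22 JAK2 introns only 2 had enough cytoplasmic reads, and neither was called (intron 16: 0.0163 to 0.0975, adjusted p = 0.103). The median IR ratio of the higher introns went from 0.0225 to 0.118. The count depends on every library: against 633 calls, there were 387, 316 and 328 without sgAAVS1 replicates 1, 2 and 3, and 214, 140 and 217 without sgERH replicates 1, 2 and 3.

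With CHX, nuclear JAK2 again had 4 of 15 tested introns higher, including intron 14 (0.0282 to 0.287, 3.77 ± 0.48, adjusted p = 0.00178) and intron 15 (0.0188 to 0.375, 4.88 ± 0.48), whereas intron 16 was not called (0.92 ± 0.39, adjusted p = 0.106). Intron 18 lost its call there without sgAAVS1 replicate 1, 2 or 3 (adjusted p = 0.0968, 0.0652 and 0.0723) and with boundary reads (0.0581). PIK3C2A introns 14 to 16 were higher there too. The counts were 739 higher in 402 genes and 18555 lower of 118456 nuclear introns, with a median log2 fold change of -0.96 over all of them, but 1134 higher and 1184 lower with the library-wide ratio removed. Against 19294 calls, there were 4601, 6744 and 5352 without sgAAVS1 replicates 1, 2 and 3. In the cytoplasm with CHX, TRPM7 intron 19 (0.00262 to 0.251, 6.79 ± 0.51, adjusted p = 0.000994) and PIK3C2A intron 16 (0.00197 to 0.117, 5.97 ± 0.59) were higher, and none of 3 tested JAK2 introns was called. There, 262 introns of 175 genes were higher and 128 lower of 44092, or 209 and 162 with the library-wide ratio removed. The replicate block gave 135 higher and 63 lower, and among clean introns 52 were lower. Over all 44092 introns the median log2 fold change was 0.30. Against 390 calls, there were 140, 120 and 95 without sgAAVS1 replicates 1, 2 and 3, and 103, 256 and 145 without sgERH replicates 1, 2 and 3.

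The cytoplasmic sgERH effect on retention differed between CHX and DMSO for 4 of 52496 introns, all with a more negative effect under CHX: CLK1 intron 3 (-2.24 ± 0.30, adjusted p = 0.0412), JMJD1C intron 11 (-4.09 ± 0.57), USP9X intron 19 (-8.64 ± 1.10) and an HNRNPC intron that overlaps a known exon (-1.75 ± 0.21, adjusted p = 0.0226). CLK1 and HNRNPC act in splicing, JMJD1C is a histone demethylase-like protein and USP9X a deubiquitinase. With the library-wide ratio removed 7 effects were more negative and 7 more positive. The number called was 0 without sgAAVS1 DMSO replicate 1 or 2, any sgERH DMSO replicate, sgAAVS1 CHX replicate 1 or 3, or sgERH CHX replicate 2. It was 2 without sgAAVS1 DMSO replicate 3 and 1 without sgERH CHX replicate 1 or 3.

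Most retained introns were called in the nucleus only. Of 2065 introns in 982 genes called higher with DMSO, 1567 (75.9%) were called only in the nucleus, 346 only in the cytoplasm and 152 in both. Of the genes, 70.4% had calls in the nucleus alone. Leaving out 1 DMSO replicate of either guide gave 1266 to 1610 introns in 634 to 788 genes. Of the 1719 nuclear introns, 1143 could be tested in the cytoplasm. Whether the change of an intron differed between fractions was not tested. In sgERH cells the 2065 introns had a median IR ratio of 0.216 ± 0.00816 in the nucleus and 0.0135 ± 0.00158 in the cytoplasm, a difference of 0.202 (exact permutation p = 0.1, and 3 against 3 libraries cannot give less), against 0.0546 ± 0.000944 and 0 in sgAAVS1 cells. Most of these introns were chosen by their nuclear rise, and control cells too had more retention in the nucleus. The 152 introns called in both fractions had a difference of 0.358.

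Genes that fell in the cytoplasm more often carried a retained intron. Of 243 genes lower in the cytoplasm with DMSO and with a tested intron, 89 (36.6%) had at least 1 intron called higher in either fraction, against 864 of 10195 (8.47%) of the genes not called (odds ratio 6.24, 95% interval 4.71 to 8.23, two-sided Fisher exact p = 1.13e-32). Without sgAAVS1 DMSO replicate 1 the odds ratio was 9.70. Without sgAAVS1 DMSO replicate 1, 2 or 3 the share of the genes not called was 5.38, 5.50 or 5.37%. JAK2 and RAD50 were both lower and had such introns, in RAD50 with a nuclear IR ratio going from 0.026 to 0.432 (4.82 ± 0.56, adjusted p = 0.00127). Of 388 genes higher in the cytoplasm, 21 (5.41%) had such an intron (odds ratio 0.618, two-sided Fisher exact p = 0.0313). That share was 2.24% with DESeq2 calls, 1.71, 2.38 and 2.11% without sgAAVS1 DMSO replicates 1, 2 and 3, and 2.46, 2.04 and 2.68% without sgERH DMSO replicates 1, 2 and 3.

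Retained introns clustered within genes. Of the genes with a called intron, 904 had one numbered along the canonical transcript. In 318 of these, called introns lay next to each other, as in JAK2 introns 14 to 16 and PIK3C2A introns 13 to 16. Placing as many introns of each gene at random among its tested introns gave a median of 127 such genes (104 to 150 over 1000 draws; permutation p = 0.000999, the smallest that 1000 draws allow). Leaving out 1 DMSO replicate of either guide gave 211 of 582 to 268 of 729 genes with adjacent called introns. The random medians were then 73 to 99. Of the 982 genes, 515 had 1 called intron and 467 had more.

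The retained introns were AT-rich and short. Their median GC content was 36.4% against 43.5% in introns not retained (difference -7.20 points, permutation p = 1e-05, the smallest possible here), and introns retained in both guides had 49.7%. Their median length was 1250 bp against 1841 bp (log10 difference -0.17), whereas against introns retained in both guides the log10 difference was 0.01 (permutation p = 0.733). The 3′ splice-site score was 9.53 against 9.90 (-0.37, permutation p = 0.00219). Against introns retained in both guides it was higher by 0.918 (permutation p = 1e-05). The difference from introns not retained was not called with clean introns only (-0.175, permutation p = 0.174), without sgAAVS1 DMSO replicate 2 (-0.284, p = 0.0940) or 3 (0.0210, p = 0.931), or without sgERH DMSO replicate 2 (-0.00209, p = 1) or 3 (-0.0883, p = 0.563). The 5′ splice-site score differed by -0.0210 (permutation p = 0.698), but by -0.411 with boundary reads (permutation p = 0.00033), -0.144 with the library-wide ratio removed (permutation p = 0.0376) and -0.287 without sgAAVS1 DMSO replicate 3 (permutation p = 0.0117). Against introns retained in both guides it was higher by 0.0989 (permutation p = 0.0107). In the other settings named for the 5′ score, the median of the retained introns hardly moved (8.16 against 8.19). Most of the change lay in the introns drawn for comparison.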

Values the study reported

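Soderholm and colleagues (Nucleic Acids Research) studied ERH as a regulator of JAK2 in RKO cells. In their analysis of these fractions, about 28% of the mRNAs reduced in the cytosol carried an increased intron retention event, against 3% of unaffected mRNAs. Reduced mRNAs were also described as carrying several events each, many times more than unaffected ones. They place about 64% of events and 59% of the affected RNAs in the nucleus only. The median IR ratio of the events was given as 0.01 in control and 0.08 in ERH-depleted cytoplasm, and 0.03 in control nuclei, rising in ERH-depleted nuclei. Nuclear JAK2 was described with introns 9 to 14 and 16 retained. By QuantSeq, JAK2 changed by a log2 of -1.2 in the cytoplasm and 1.2 in the nucleus. Events were found to lie next to each other more often than chance would give, retained introns to be rich in A and U, with a 3′ splice site weaker than that of generally retained introns, mRNAs of DNA repair and replication to be reduced, and GADD45A to rise with CHX. In the study, CHX restored few of the intron-retaining mRNAs that ERH loss lowered in the cytosol. It concluded that NMD does not account for their loss.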

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

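Of the tests in this part, the one on shared control libraries and the look at splits in which a common effect cancels were chosen after the result was seen, and the others were fixed before. Several sgERH effects differed between fractions or treatments. Between nucleus and cytoplasm 966 genes differed with DMSO, among them JAK2 (1.87), PIK3C2A (1.96), HSPA4L (1.81) and GADD45A (-1.13). Between CHX and DMSO 586 genes differed in the cytoplasm, with GADD45A at -1.49, and 627 in the nucleus, with PIK3C2A at -1.19. By list, the cytoplasmic medians of this difference were 0.12 for DNA replication, 0.20 for mitotic genes, -0.064 for NMD factors and targets, -0.20 for immediate early genes, 0.17 for ribosomal proteins and -0.25 for nuclear-retained RNAs. The nuclear medians were 0.18 for DNA replication, 0.24 for mitotic genes and 0.43 for ribosomal proteins. With an estimated correlation none of these list differences was called (adjusted p = 0.129 to 0.826). In retention, 4 introns differed between CHX and DMSO in the cytoplasm.

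These counts were set against other splits of the same libraries. For the difference between fractions, 8 of 100 splits gave a count as large, the real one included, and the highest other count was 3833. For CHX against DMSO it was 12 of 100 with a highest of 5678 in the cytoplasm, and 8 of 100 with a highest of 7473 in the nucleus. These shares alone, read as fixed before, do not exclude chance. The splits with several times the real count point to a structure of the samples: of those with a count as large, 7, 11 and 7 exchanged labels unequally between the sets of libraries compared, so that part of the common effect of guide or treatment entered the difference. Such splits are a poor measure of chance for a difference. In the 42 splits in which that common effect cancels, as in the real one, the highest counts were 2, 1 and 0 against 966, 586 and 627. These splits mix guides or treatments within a group, so the common effect widens the spread within groups and lowers the count. They are therefore no measure of chance either. For the introns that differed, 1 of 21 splits gave 4 or more, the real one, and the highest other was 0. Splits that mix libraries in this way cannot measure chance here either.

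For the comparisons of 3 against 3 libraries the 10 splits are too few to tell. The real split was the only 1 of 10 with a count as large in every case. The real gene counts were 1849 (highest other 0) in the cytoplasm with DMSO, 1126 (1) in the nucleus with DMSO, 1165 (0) and 1553 (0) with CHX, and 3205 (0) and 4375 (0) for CHX in control cells. The intron counts were 7147 (0) and 19294 (0) in the nucleus with DMSO and CHX, and 633 (0) and 390 (0) in the cytoplasm. For the lists, the real count of 46 stood against 40 in another split. Every other split mixes the guides unequally, so part of the guide effect stays in it. These counts therefore cannot tell how far a list call depends on the guide.

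Introns retained in sgERH cells also rose in control cells after CHX. The 498 introns called in the cytoplasm went from a median IR ratio of 0.375 ± 0.00388 to 0.487 ± 0.00318 in nuclear sgAAVS1 libraries, a log2 of 0.375 with 70.5% of introns higher (exact permutation p = 0.1). Those libraries took no part in the call, which argues against shared control libraries as the cause. Other introns of the same genes changed by only 0.0749 (4409 introns, 52.7% higher), which argues against a rise of intronic signal in general. Whether CHX acts on splicing or on the decay of these RNAs stays open, since 1 time point was measured.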

How the results depend on the processing

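The settings named in this part were fixed before the data were examined, except the removal of the library-wide ratio and the leaving out of libraries in the list tests, chosen after the result was seen. No gene count moved by more than 1.5 times. With other tools and leaving out libraries, cytoplasmic calls with DMSO ranged from 1589 to 2099 and nuclear calls from 979 to 1237, those with CHX from 1060 to 1287 and from 1372 to 1682, and the fraction difference from 859 to 1096. The treatment differences ranged from 492 to 730 and from 538 to 745, and CHX in control cells from 3076 to 3551 and from 4191 to 4574.

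Intron counts moved more. In the nucleus with DMSO, the count of 7147 calls became 4729 with boundary reads (lower: 5428 to 3528) and 3547 with the library-wide ratio removed (1115 lower). Leaving out 1 library gave 3914 to 5492 calls, 1079 to 1519 higher and 2804 to 4106 lower. In the nucleus with CHX, 19294 calls became 10135 with boundary reads (482 higher, 9653 lower) and 2318 with the ratio removed (1134 higher, 1184 lower), and 4601 to 18145 when 1 library was left out (277 to 903 higher, 4324 to 17542 lower). Fewer libraries leave less power by construction; the cause of the other shifts was not tested.

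In the cytoplasm with DMSO, 633 calls became 412 at a minimum IR ratio of 0.1 (292 higher), 41 in place of 135 were lower among clean introns, and leaving out 1 library gave 140 to 387 calls (110 to 290 higher, 30 to 97 lower). With CHX, 390 calls became 246 at the minimum of 0.1 (138 higher), and 52 in place of 128 were lower among clean introns. Leaving out 1 library gave 95 to 256 calls (65 to 182 higher, 30 to 74 lower). A stricter minimum and clean introns alone leave fewer introns to call by construction.

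The replicate block was tried because same-number libraries of both guides might share a day or batch, which the labels do not state. Outside the cytoplasm with DMSO, not all same-number correlations passed 0.1 (0.062 to 0.109 in the cytoplasm with CHX, -0.071 to 0.134 and -0.028 to 0.162 in the nucleus with DMSO and CHX). With the block, cytoplasmic introns with CHX went from 390 to 198 (135 higher, 63 lower) and JAK2 intron 17 in the nucleus with DMSO lost its call (adjusted p = 0.0541). The cause was not tested, and the block moved no gene count by more than 1.5 times. The library numbers also run in parallel in both fractions, so nucleus and cytoplasm of 1 number may come from 1 culture. Their correlations had means of 0.077 to 0.265 over the 4 groups, with single values up to 0.428, and not every library correlated best with its own number. With that number as a block, 877 genes (286 and 591) in place of 966 differed between fractions, and JAK2, PIK3C2A, HSPA4L and GADD45A kept their calls.

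The retention difference between CHX and DMSO gave 4 introns, 0 with a more positive and 4 with a more negative effect, by edgeR, with 3789 at an unadjusted p below 0.05; DESeq2 gave 6 (3216 unadjusted). Boundary reads gave 42 (9 positive, 33 negative), clean introns 6 (1 positive, 5 negative), a coverage of at least 50 gave 8 (1 positive, 7 negative), the replicate block 8 (1 positive, 7 negative), the library-wide ratio removed 14 (7 positive, 7 negative), and leaving out 1 library 0 to 5. So few calls are not stable, and the cause was not tested.

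Some values close to 0 turned direction. PIK3C2A in the nucleus with CHX (0.00321) was -0.00587 with DESeq2 size factors and -0.00587 with its Wald test, and -0.0492 to 0.0614 leaving out libraries. HSPA4L there (0.0423) was -0.0310 with a length offset and -0.0861 to 0.15 leaving out libraries. IRF1 after CHX in control cytoplasm (0.92) reached 1.05 without sgAAVS1 DMSO replicate 3, and IFNGR2 (-0.96) reached -1.01 with a length offset. The cause was not tested.

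Of 274 named gene results 174 were called and 32 lost the call in some setting, 25 of them leaving out a library. Of 76 named introns, all called, 37 lost the call leaving out a library. JAK2 intron 17 (nucleus, DMSO) had adjusted p-values of 0.131, 0.136, 0.0766, 0.0599 and 0.0568 without sgAAVS1 replicates 1 and 3 and sgERH replicates 1, 2 and 3, and 0.0640 with boundary reads. Of the 76 list tests, 46 were called. The count was 24 with an estimated correlation, 60 by fry, and 46 to 47 leaving out libraries. No list turned direction. The preset correlation assumes less dependence between genes, and which value is right was not tested.

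The 3′ splice-site difference (-0.368) was -0.175 with clean introns and -0.441 to 0.0210 leaving out libraries, turning direction without sgAAVS1 DMSO replicate 3. The 5′ difference (-0.0210) was 0.0237 with 1 mean per gene and -0.287 to 0 leaving out libraries. It became called with boundary reads (-0.411), with the library-wide ratio removed (-0.144) and without sgAAVS1 DMSO replicate 3 (-0.287). In each of these settings the median of the retained introns was 8.16, against 8.19 in the main setting. That of the introns drawn for comparison was 8.57, 8.30 and 8.45, against 8.21, so most of the change lay there. The nuclear minus cytoplasmic IR ratio (0.202) was 0.358 for introns called in both fractions, 0.187 at a coverage of at least 50, 0.218 with boundary reads, and 0.198 to 0.206 leaving out libraries. The odds ratio ranged from 5.25 to 9.70, the adjacency ratio from 2.32 to 2.90, the GC difference from -7.71 to -6.07 points and the log10 length difference from -0.258 to -0.118. The cause was not tested.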

Other observations

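Gene classes were looked at after the result was seen, as were the tests on cytoplasmic carry-over and on long non-coding RNAs grouped in CHX libraries; the other tests were fixed before. Long non-coding RNAs were over-represented among genes higher in sgERH cytoplasm: 624 of 2758 with DMSO (22.6% against 5.78% of protein-coding genes, odds ratio 4.77, Fisher adjusted p = 2.11e-139, median 0.58) and 335 with CHX (12.1% against 4.12% of protein-coding genes, odds ratio 3.22). In the nucleus with DMSO it was 254 of 3369 (7.54% against 3.89% of protein-coding genes). KCNQ1OT1 and NEAT1, RNAs that normally stay in the nucleus, were among them in the cytoplasm.

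Histone genes were another class. CHX in control cells raised 43 of 54 in the cytoplasm (79.6% against 13.3% of other genes, odds ratio 25.4, adjusted p = 2.37e-27, median 2.32) and 33 of 45 in the nucleus (73.3%, median 2.18). sgERH alone raised 15 of 54 in the cytoplasm with DMSO (27.8% against 9.24%, odds ratio 3.78, adjusted p = 0.000113) and 11 of 45 in the nucleus (24.4%), but 0 of 54 in the cytoplasm with CHX. Zinc finger genes rose with CHX in control cytoplasm (134 of 427, 31.4% against 13.1%, odds ratio 3.04, adjusted p = 1.48e-21). For control nuclei the share was 74 of 431 (17.2% against 14.35%, odds ratio 1.24, Fisher adjusted p = 0.122). They were few among genes raised by sgERH in the cytoplasm with DMSO (15 of 427, 3.51% against 9.46% of other genes, odds ratio 0.349). Their median log2 fold change there was 0.182, against -0.043 for protein-coding genes. The RNA was polyadenylated, so histone values concern only polyadenylated forms.

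The cytoplasmic rise of long non-coding RNAs could be technical. The most nuclear 25% rose by 0.389 more than the least nuclear 25% (613 each), but this cannot tell whether nuclear RNA leaked, since the grouping and the rise share the control cytoplasmic libraries. Grouped in the CHX libraries of control cells, which the rise does not use, they differed by 0.295 (interval 0.172 to 0.396), while the least nuclear 25% also rose, by 0.47. RNAs that overlap no other gene rose by a median of 0.632 (636 genes), which argues against reads of overlapping genes, and the 25% with the highest CPM by 0.503 (690 genes), which argues against few counts. Leakage, which that difference does not exclude, and a change of the RNAs themselves stay open together.

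More introns were lower than higher in sgERH nuclei, with median shifts of -0.38 and -0.96. Cytoplasmic RNA carried over would need a mitochondrial share in nuclei relative to cytoplasm of 0.332 with DMSO and 0.559 with CHX, while 0.138 and 0.186 were measured in sgERH (0.133 and 0.140 in sgAAVS1), which argues against carry-over as the whole cause. The most cytoplasmic 5% of genes rose in nuclei by 0.65 and 0.80 where 1.32 and 2.00 would be needed, so a part stays open. The 25% of introns with the highest coverage had medians of -0.350 and -0.823, which argues against low coverage. With the library-wide ratio removed, which centres the introns by construction, 2432 were higher and 1115 lower with DMSO and 1134 and 1184 with CHX, and whether splicing itself was faster was not measured.

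Some values differ from those of the study by more than 1.5 times. The median IR ratio of the higher introns in control cytoplasm was 0.0225 here, and 8.47% of genes not called had a retained intron (5.38, 5.50 and 5.37% without sgAAVS1 DMSO replicates 1, 2 and 3). The study's settings for these values, and its choice of genes, were not repeated here, and the cause was not tested.

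The median number of retained introns per gene was 1 over all 982 genes, which counts genes of every direction, unlike the study's groups. Nuclear JAK2 RNA was 0.32 here, under the size threshold, where the study's value came from another assay. The cytoplasmic falls of JAK2, HSPA4L and PIK3C2A were smaller with CHX here (differences 0.85, 0.79 and 0.45, under the size threshold). Whether NMD has a part in these differences was not tested. Some of the JAK2 introns called here carry numbers that the study lists and others do not, and whether both number introns alike was not tested. The 3′ splice-site score of retained introns was 9.53 here, above the 8.61 of introns retained in both guides (0.918, permutation p = 1e-05). That runs against the direction described by the study, whose scoring method was not repeated here.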
